A study of Homo sapiens with 16 samples. Its data were reported in "BHLHE40/41 regulate microglia and peripheral macrophage responses associated with Alzheimer’s disease and other disorders of lipid-rich tissues" (2024).

How the data were processed

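RNA sequencing was performed on human THP-1 monocytic leukaemia cells differentiated into macrophages (MACs) with phorbol ester (PMA) for 72 h and then transfected with siRNA at 40 nM, per the labels. The methods of the study state another siRNA concentration, and a lower one of each siRNA in DKD than in the single knockdowns, so the sources differ on the dose. The siRNA was scrambled (SCR), targeted BHLHE40 (40KD), targeted BHLHE41 (41KD) or targeted both genes (DKD). Each of the 4 groups held 4 libraries, numbered as biological replicates 1 to 4, and the deposited record speaks of 4 separate rounds of differentiation and transfection, taken here as the 4 numbers. A library is named here by its group and replicate number, and a pair is a knockdown and the SCR library of the same number.

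The authors deposited 1 gene-level quantification per library in the format of salmon, with 57965 genes in the same order. Libraries were made with a TruSeq kit that does not record strand, so reads of a gene and of its antisense partner were not separable. The submitters' processing notes name FastQC 0.11.8, cutadapt 2.6, STAR 2.5.3a and the human build hg38. The version of salmon and the gene annotation are not given in the sources used here. The deposited estimated counts are fragments assigned to each gene and are not normalized; 17.5% of the values in the files were not whole numbers when compared with their rounded value as deposited, with no tolerance. The deposited TPM values, scaled by the authors' quantification to effective transcript length, were used only to describe the targeted genes, and the deposited effective lengths only for the length offset below.

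Estimated counts were rounded to whole numbers. Genes with low counts were removed with filterByExpr of edgeR 4.0.16 (R 4.3.3), which left 16110 genes, of which 13476 were protein coding. Library sizes were scaled with TMM. The quasi-likelihood F-test of edgeR was fitted to all 16 libraries at once, with group and with replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. All adjusted p-values of single genes below come from this test unless another tool is named. Contrasts were each knockdown against SCR, DKD against each single knockdown, 40KD against 41KD, and a non-additive contrast that asks whether the change in DKD differed from the sum of both single changes on the log2 scale. Log2 fold changes are given with a standard error (SE), taken as the size of the change divided by the square root of F. Values per library are TMM-scaled counts in CPM (counts scaled to a common library size), and per-pair log2 ratios used a prior count of 0.5. For a gene that did not pass and whose change was under 1 SE, no direction was called.

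The replicate number was taken as a block because same-numbered libraries share a differentiation. All 24 pairs of same-numbered libraries correlated in their deviations from the group means, with r between 0.364 and 0.850 and a median of 0.688, against a median of -0.24 for differently numbered libraries. All 16 libraries correlated best with a library of their own number. Replicate number accounted for 74.0% and group for 6.27% of the variance. The group share includes noise between libraries and was not tested, so it is not the variance explained by the siRNA. No 2 libraries of a group were alike within sampling noise, since the lowest chi-square per degree of freedom between them was 23.2.

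Gene lists were tested against the other genes with camera of edgeR at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 41 lists and 3 comparisons (123 tests). Camera with a correlation estimated for each list and fry of limma 3.58.1, a rotation test, were run beside it. Of the lists, 26 were written by hand from textbook knowledge: LXR targets, lysosome, V-ATPase, autophagy, sterol synthesis, lipid droplet, core LAM/DAM markers, the RT-qPCR panel of the study, circadian clock, inflammatory, interferon-stimulated, MHC class II, glycolysis, oxidative phosphorylation, mitochondrially encoded, ribosomal protein, ATF4, unfolded protein, p53, immediate early, cell cycle, undifferentiated monocytic leukaemia, PMA-differentiated macrophage, T and B lymphocyte, fibroblast and endothelial, and epithelial genes. A further 15 lists were taken from the supplement of the study, which had defined them on other samples. These were genes higher or lower in lipid-associated macrophages (LAM) of obese human adipose tissue; LAM genes in BHLHE40/41 regulons; LAM genes with a BHLHE40/41 promoter motif; human orthologues of mouse disease-associated microglia (DAM) and of TREM2-high plaque macrophages; genes higher or lower in clusters 2 and 8 of iPSC-derived microglia (iMGLs) given brain debris; genes higher or lower in amyloid plaque microglia; foamy plaque macrophage genes; and genes higher or lower in xenografted DAM. The RT-qPCR panel was chosen by the study for these cells, and the ribosomal list was known to lead a gene set result of the study, so neither is independent evidence.

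The groups, contrasts, tests, gene lists, other fits listed first below and the rule for named genes were fixed before the data were examined. By that rule, the text draws on both targets, the panel of 10 genes, up to 10 genes per direction that passed with the same direction in 4 of 4 pairs, and, where fewer than 5 passed, up to 5 genes per direction with the smallest p, 4 of 4 pairs in that direction and a mean of at least 1 CPM. For lists that passed, up to 4 members with the smallest p in the direction of the list were added. CCL3, IL1B, CXCL2, CCL2 and IL11 in DKD were named after their values were seen.

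The workflow was tested on simulated counts drawn from the means and library sizes of DKD and SCR, with 50 genes changed at each size among 15889 genes. The edgeR test recovered 58% of genes changed by 0.5 on the log2 scale, 98% at 1, 100% at 1.5 and 98% at 2, with 6 false calls among 183. DESeq2 recovered 62%, 98%, 100% and 100%, and limma-voom 44%, 90%, 94% and 96%. Adjusted p-values depend on how many genes change, so these shares are not the sensitivity in the real data. There the targets did not pass at changes near 1 (BHLHE40 -0.97 in 40KD, BHLHE41 -1.04 in 41KD). In a further simulation the inflammatory list was shifted by 0.25 and was called, as was 1 of the 40 other lists. Correlation between genes was not among the properties the counts were drawn from. That simulation therefore cannot show how often lists are called falsely when genes correlate. In the real data the estimated correlation of the inflammatory list in DKD was 0.195. In the real data the median SE for DKD against SCR was 0.10 among the 9213 genes with at least 10 CPM.

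The main analysis was repeated with a fit without the block, DESeq2 1.42.0, limma-voom with replicate number as a random effect, DESeq2 size factors, no filter on low counts, a filter of at least 1 CPM in 4 libraries, an offset for average transcript length, a fit of the compared groups alone, and leaving out each replicate number or each library. A robust estimate of the spread, removal of trends on GC content and transcript length (mgcv 1.9.3), leaving out the libraries labelled 41KD replicate 3 and DKD replicate 3, and leaving out replicates in the correlation of fold changes were added after the data were seen. GC content was that of the longest transcript of each gene and was known for 15947 of 16110 genes (99.0%). Positions of the targeted genes are from the RefSeq annotation of GRCh38.p14, the assembly also called hg38.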

Results

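Gene expression was measured in 16 libraries of THP-1 MACs, 4 each from SCR, 40KD, 41KD and DKD cultures. BHLHE40 and BHLHE41 are closely related transcriptional repressors of the basic helix-loop-helix family that also act in the circadian clock. The experiment asks whether lowering either gene or both moves macrophages toward the lipid-associated (LAM) and disease-associated (DAM) expression states, in which genes of lipid clearance and the lysosome are high. Total estimated counts ranged from 16142600 in 40KD replicate 3 to 22983200 in SCR replicate 3, with a median of 20809800. In SCR the totals of replicates 1 to 4 were 21327200, 19955700, 22983200 and 21560200. In 40KD they were 18407500, 20572100, 16142600 and 20850500, and in 41KD 21088300, 22040300, 20769200 and 19448900. In DKD they were 21732800, 19295300, 19309900 and 21614400.

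BHLHE40 (ENSG00000134107) lies on chromosome 3 at 4979437 to 4985323 and BHLHE41 (ENSG00000123095) on chromosome 12 at 26120030 to 26125037 of GRCh38.p14. BHLHE40 was at 40.5 ± 18.5 CPM in SCR (SD, n = 4), 22.5 ± 13.0 in 40KD, 37.6 ± 16.4 in 41KD and 25.5 ± 18.6 in DKD. Its log2 fold change against SCR was -0.97 in 40KD (95% interval -1.45 to -0.50) and -0.86 in DKD (-1.33 to -0.38), estimated reductions of 49.1% and 44.8%. BHLHE41 was at 32.2 ± 24.9 CPM in SCR, 30.8 ± 22.4 in 40KD, 16.3 ± 12.6 in 41KD and 16.9 ± 9.37 in DKD. Its log2 fold change was -1.04 in 41KD (-1.57 to -0.51) and -0.86 in DKD (-1.39 to -0.33), estimated reductions of 51.4% and 44.9%. The gene that was not targeted had a log2 fold change of -0.03 in 40KD (BHLHE41, SE 0.24) and -0.11 in 41KD (BHLHE40, SE 0.22). In CPM the target was lower in 4 of 4 pairs in each single knockdown, and both targets in 3 of 4 pairs in DKD. In the deposited TPM, BHLHE41 was not lower in pair 3 of 41KD (8.15 against 7.59 in SCR), and in pair 1 of 40KD, where it was not targeted, it stood at 6.27 against 13.9. In the library labelled DKD replicate 3, BHLHE40 stood at 111% and BHLHE41 at 120% of SCR replicate 3. In the library labelled 41KD replicate 3, BHLHE41 stood at 90.2% and in 40KD replicate 3 BHLHE40 at 73.6%. Adjusted over all genes by edgeR, the targets did not pass, with adjusted p-values of 0.919 (BHLHE40 in 40KD), 1.00 (BHLHE41 in 41KD), 0.608 (BHLHE40 in DKD) and 0.692 (BHLHE41 in DKD).

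**Figure D1:**
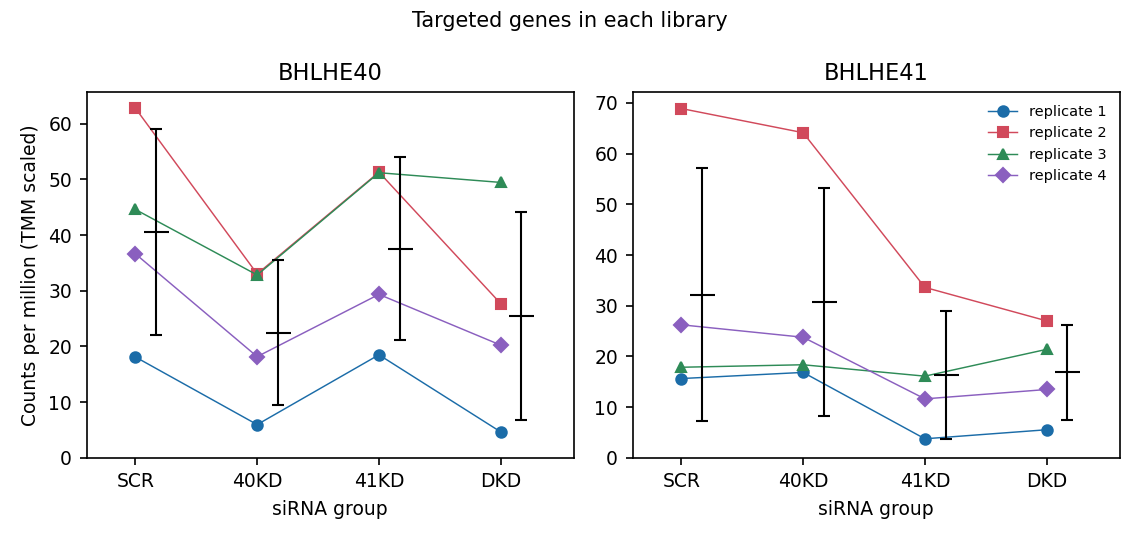
TMM-scaled CPM of BHLHE40 and BHLHE41 in each library, with lines joining the libraries of a replicate number and black bars giving mean ± SD (n = 4) per siRNA group. Both genes are lower in their knockdowns in replicates 1, 2 and 4, while in replicate 3 the library labelled DKD lies at 111% and 120% of SCR.

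With BHLHE40 alone lowered, the genes with the smallest p came from several functions. S1PR3, a receptor for sphingosine-1-phosphate, had a log2 fold change of -0.45 (SE 0.09), the Src-family kinase LYN -0.42 (SE 0.10), carboxypeptidase M (CPM gene) -0.33 (SE 0.08) and fibrillin FBN1 -0.64 (SE 0.14). Among genes with higher values, the calcium channel subunit CACNA2D3 had 0.79 (SE 0.16), MLC1 0.88 (SE 0.20), the tetraspanin TSPAN32 0.57 (SE 0.15) and TMEM144 0.36 (SE 0.10), each in the stated direction in 4 of 4 pairs. The Fc receptor gene FCGR1B had 0.59 (SE 0.14), but its reads are shared with the near-identical FCGR1A. No single gene passed in 40KD (0 of 16110 by edgeR, lowest adjusted p = 0.354). An unadjusted p under 0.05 was reached by 843 genes where chance gives 805.5; limma-voom called 0 genes and DESeq2 7, among them S1PR3 (adjusted p = 0.00941) and CPM (adjusted p = 0.0300).

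Gene lists of lipid-handling macrophages had medians slightly above 0 in 40KD and passed at the preset correlation alone. Genes higher in LAM had a median log2 fold change of 0.07 with 322 of 416 tested genes higher (adjusted p = 1.74e-07; adjusted p = 0.662 with an estimated correlation). Their pair medians were -0.03, 0.28, -0.15 and 0.15, and the median was 0.00 without replicate 2 (adjusted p = 0.931) and 0.03 with GC and length trends removed (adjusted p = 0.00144). Those of them in BHLHE40/41 regulons or with a BHLHE40/41 promoter motif had 0.07 each (adjusted p = 3.95e-07 and 2.07e-06; adjusted p = 0.662 each with an estimated correlation). Medians were 0.08 for mouse DAM, 0.06 for TREM2-high plaque macrophages, 0.05 each for iMGL debris clusters 2 and 8, 0.09 for foamy plaque macrophages and 0.07 for xenografted DAM. Each of these 9 lists lost its call with an estimated correlation (adjusted p = 0.662 to 0.664 with an estimated correlation). Lists lower in those states had medians above 0 too: LAM down had 0.07, debris cluster 2 down 0.06 and debris cluster 8 down 0.07 (adjusted p = 0.662 each with an estimated correlation). The core LAM/DAM markers had a median of 0.10, with 26 of 34 higher, among them the lipid receptor TREM2 at 0.21 (SE 0.09), osteopontin SPP1 at 0.28 (SE 0.12), the lysosomal glycoprotein GPNMB at 0.20 (SE 0.08) and the tetraspanin CD9 at 0.17 (SE 0.09). The pair medians of this list were -0.00, 0.35, -0.09 and 0.14, and without replicate 2 its median was 0.00 (adjusted p = 0.926). Lysosome genes had a median of 0.06, with 38 of 59 higher; HEXA, a lysosomal enzyme subunit, stood at 0.20 (SE 0.07), the lysosomal membrane protein GLMP at 0.20 (SE 0.07) and the iduronidase IDUA at 0.28 (SE 0.14). Sterol synthesis genes had a median of 0.10, with 21 of 24 higher, led by MSMO1 at 0.27 (SE 0.11) and squalene synthase FDFT1 at 0.18 (SE 0.08). None of these 3 lists held its call (adjusted p = 0.662 each with an estimated correlation). The cholesterol exporter ABCA1, a main target of the LXR receptors, had -0.45 (SE 0.14) and did not pass.

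Other lists passed in 40KD as well. All 79 ribosomal protein genes were higher, with a median of 0.12 (RPS29 0.25, SE 0.11), as were 54 of 59 oxidative phosphorylation genes, also at 0.12 (NDUFB1 0.33, SE 0.13); both were lost with adjusted p = 0.662 with an estimated correlation. The pair medians were -0.03, 0.42, -0.19 and 0.26 for ribosomal protein genes and -0.04, 0.46, -0.19 and 0.23 for oxidative phosphorylation genes, and without replicate 2 the medians were 0.02 (adjusted p = 0.451) and 0.01 (adjusted p = 0.857). With GC and length trends removed they were 0.06 (adjusted p = 5.81e-06) and 0.05 (adjusted p = 0.000613). These trends accounted for 0.927%, 8.56%, 12.0% and 17.1% of the deviations between genes in 40KD replicates 1 to 4. Undifferentiated monocytic leukaemia genes had a median of 0.18, with 9 of 12 higher, including the granule protein AZU1 at 0.36 (SE 0.14) and the progenitor factor MYB at 0.36 (SE 0.15). Inflammatory genes had a median of -0.10, with 24 of 31 lower (the adhesion molecule ICAM1 -0.26, SE 0.10; the NF-κB inhibitor TNFAIP3 -0.20, SE 0.07), immediate early genes -0.04, with 16 of 20 lower (NR4A3 -0.39, SE 0.19), and cell cycle genes -0.06, with 30 of 36 lower (KIF11 -0.23, SE 0.11). The pair medians of the inflammatory list were -0.48, 0.21, -0.24 and -0.00; its test turned without replicate 1 (-0.03, adjusted p = 0.988) and was lost without replicate 3 (-0.02, adjusted p = 0.139). Interferon-stimulated genes had a median of 0.07 but a pair median of 1.07 in replicate 2 and -0.59 in replicate 1, and without replicate 2 they passed downward (-0.16, adjusted p = 6.80e-05). These 5 lists were lost with an estimated correlation, with adjusted p = 0.754 for interferon-stimulated genes and 0.662 for the other 4 with an estimated correlation. Of the 22 lists that passed in 40KD (19 up and 3 down), 4 kept their call without replicate 2 and 4 turned, and 11 kept it without the replicate block.

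With BHLHE41 alone lowered, 244 genes had an unadjusted p under 0.05 where chance gives 805.5. The prostaglandin E synthase PTGES had a log2 fold change of 1.30 (SE 0.42), the cytokine IL24 0.65 (SE 0.19), the mannose receptor MRC1 0.47 (SE 0.15) and the sterol synthesis enzyme MSMO1 0.36 (SE 0.11). The potassium channel subunit KCNE1 had -0.98 (SE 0.31), TIFAB -0.72 (SE 0.20), the guanine exchange factor FGD2 -0.68 (SE 0.20) and the N-acetylaspartate synthase NAT8L -0.38 (SE 0.11), each in the stated direction in 4 of 4 pairs. CERS6-AS1 had 1.82 (SE 0.41), but it is antisense to CERS6 and its counts are uncertain without strand. No gene passed in 41KD (0 of 16110 by edgeR, lowest adjusted p = 1.00), with 244 genes at an unadjusted p under 0.05; limma-voom called 0 and DESeq2 3.

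Of the sterol synthesis genes, 21 of 24 were higher in 41KD with a median of 0.11, and the median lay above 0 in 4 of 4 pairs (adjusted p = 1.58e-07). The call of this list was lost with adjusted p = 0.662 with an estimated correlation; besides MSMO1, SC5D had 0.20 (SE 0.10) and FDFT1 0.18 (SE 0.08). Lysosome genes (0.04), core LAM/DAM markers (0.05), genes higher in LAM (0.06), LAM genes in BHLHE40/41 regulons (0.05) and with the promoter motif (0.05) were shifted up, as were DAM (0.06), TREM2-high (0.04), debris clusters 2 and 8 (0.04 each), foamy plaque macrophage (0.06) and xenografted DAM genes (0.04). These 11 lists were lost with an estimated correlation, with adjusted p = 0.738 for foamy plaque macrophages and 0.662 for the rest with an estimated correlation. In the core list, the lipoprotein lipase LPL had 0.17 (SE 0.08), SPP1 0.22 (SE 0.12) and CD9 0.18 (SE 0.09). Lists lower in the reference states also had medians above 0, of 0.07 for LAM down, 0.04 for debris cluster 2 down and 0.05 for xenografted DAM down (adjusted p = 0.662, 0.754 and 0.662 with an estimated correlation). All 79 ribosomal protein genes and 55 of 59 oxidative phosphorylation genes were higher, with a median of 0.09 each (adjusted p = 0.662 each with an estimated correlation). Interferon-stimulated genes had 0.19, with a pair median of 1.09 in replicate 2 and IFIT5 at 0.44 (SE 0.22) and XAF1 at 0.61 (SE 0.33), and cell cycle genes had -0.05 (adjusted p = 0.662 and 0.729 with an estimated correlation). Of the 19 lists that passed (18 up and 1 down), 9 kept their call without replicate 2 and 9 without the replicate block, and 4 without the libraries labelled 41KD replicate 3 and DKD replicate 3. Without these libraries the medians in 41KD were 0.01 for ribosomal protein genes (adjusted p = 0.412) and 0.02 for oxidative phosphorylation genes (adjusted p = 0.513).

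In DKD, the inflammatory cytokine and chemokine list was shifted down relative to the other genes at the preset correlation. Of 31 inflammatory genes, 29 were lower, with a median log2 fold change of -0.23 and pair medians of -0.27, -0.39, -0.23 and -0.35 (adjusted p = 1.73e-12). With an estimated correlation the list did not pass (adjusted p = 0.647 with an estimated correlation). The value of -0.23 in pair 3 comes from the library in which BHLHE40 stood at 111% and BHLHE41 at 120% of SCR. Adjusted over the list alone, 8 of the 31 passed and over all genes 0: the neutrophil-attracting chemokines CXCL3 (-0.77, SE 0.16), CXCL1 (-0.64, SE 0.18) and CXCL2 (-0.62, SE 0.22), the cytokines TNF (-0.62, SE 0.14) and IL1B (-0.54, SE 0.16), and the monocyte-attracting chemokines CCL4 (-0.55, SE 0.14), CCL2 (-0.51, SE 0.18) and CCL3 (-0.45, SE 0.13). Reads of CXCL1 and CXCL3, and of CCL3 and CCL4, are shared in part between similar genes, so their split is uncertain. Immediate early genes had a median of -0.09, below 0 in 4 of 4 pairs, with the transcription factor EGR1 at -0.56 (SE 0.15; adjusted p = 0.662 for the list with an estimated correlation).

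**Figure D2:**
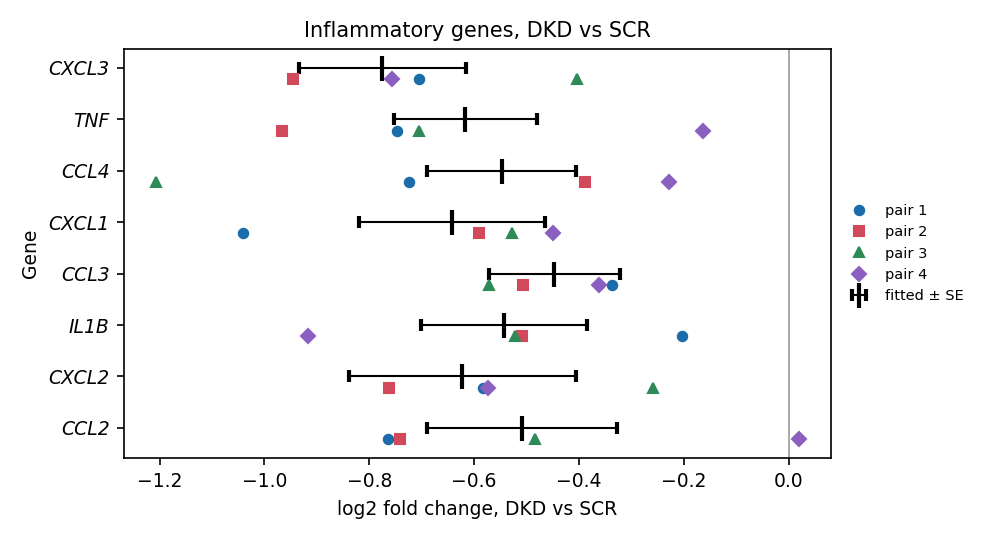
Log2 fold changes in DKD against SCR of the 8 inflammatory genes with the smallest p, with bars giving the fitted value ± SE and points the ratio in each pair. All 8 fitted values lie below 0, from -0.45 (CCL3) to -0.77 (CXCL3), and CCL2 lies near 0 in pair 4.

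Single genes with the smallest p in DKD came from several functions. The secreted metalloprotease ADAMTS1 had a log2 fold change of -0.65 (SE 0.11), the IL-6 family cytokine CLCF1 -0.80 (SE 0.16), the growth factor NRG1 -0.54 (SE 0.11) and CLN3, a lysosomal membrane protein lost in a neuronal storage disease, -0.34 (SE 0.07). SEL1L3 had 0.60 (SE 0.11), the transketolase-like TKTL1 0.52 (SE 0.10), the cold-sensing channel TRPM8 0.55 (SE 0.12), the actin-binding protein MARCKS 0.49 (SE 0.11) and TMEM144 0.43 (SE 0.10), each in the stated direction in 4 of 4 pairs. No gene passed in DKD (0 of 16110 by edgeR, lowest adjusted p = 0.168 for ADAMTS1), against 890 genes with an unadjusted p under 0.05 where chance gives 805.5. By the other tools, limma-voom called 0 genes and DESeq2 17, with ADAMTS1 (adjusted p = 0.000111), the cytokine IL11 (-0.94, adjusted p = 0.000349) and CLN3 (adjusted p = 0.00395) among them. Without replicate 1, ADAMTS1 passed by edgeR (-0.78, adjusted p = 0.0360), and without DKD replicate 4 TNF (-0.83) and MAF (0.64) did (adjusted p = 0.0413 each).

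Among genes that iMGLs raise after brain debris, 223 of 292 of cluster 2 were higher in DKD with a median of 0.09 and 4 of 4 pairs above 0 (adjusted p = 2.64e-11), and 5 passed adjusted over the list alone; foamy plaque macrophage genes, by contrast, had -0.00 and did not pass (adjusted p = 0.998). Debris cluster 8 up had 0.06, also in 4 of 4 pairs (adjusted p = 0.647 for cluster 2 and 0.662 for cluster 8 with an estimated correlation). Lysosome genes had a median of 0.09, with 49 of 59 higher, including the acid lipase LIPA at 0.28 (SE 0.09), the galactosylceramidase GALC at 0.26 (SE 0.09), the glycosylasparaginase AGA at 0.36 (SE 0.13) and GM2A at 0.18 (SE 0.07), and V-ATPase subunits had 0.09, with 12 of 19 higher (ATP6V0D2 0.38, SE 0.17). The core LAM/DAM markers had 0.06, with 24 of 34 higher, and sterol synthesis genes 0.08, with 19 of 24 higher. Pair medians were -0.14, 0.17, 0.16 and 0.02 for the core markers and -0.01, 0.20, -0.06 and 0.19 for sterol synthesis genes. With single replicates left out, the core median ranged from 0.03 to 0.12 (highest adjusted p = 0.156). The sterol synthesis median ranged from 0.05 to 0.12 (highest adjusted p = 0.395). These 4 lists (lysosome, V-ATPase, core markers and sterol synthesis) were lost with an estimated correlation (adjusted p = 0.662 each with an estimated correlation). Of the 59 lysosome genes, 10 were higher and 3 lower at an unadjusted p under 0.05. Without the libraries labelled 41KD replicate 3 and DKD replicate 3, the lysosome median was 0.046 and the list did not pass (adjusted p = 0.0966). The RT-qPCR panel of the study, which is not independent evidence, had a median of 0.20: GPNMB 0.33 (SE 0.08), LPL 0.27 (SE 0.08), TREM2 0.24 (SE 0.09), APOE 0.22 (SE 0.16), NR1H3 0.20 (SE 0.14), SPP1 0.20 (SE 0.12), FABP5 0.10 (SE 0.11), CTSB -0.05 (SE 0.08), CTSZ -0.11 (SE 0.08) and ABCA1 -0.20 (SE 0.14). Of these, 2 passed adjusted over the list alone and none over all genes (adjusted p = 0.662 for the list with an estimated correlation). In the single knockdowns the panel had medians of 0.11 in 40KD and 0.06 in 41KD and did not pass (adjusted p = 0.0540 and 0.0507).

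Genes higher in LAM had a median of 0.03 in DKD, with 272 of 416 higher, as had those in BHLHE40/41 regulons and those with the promoter motif (adjusted p = 0.754, 0.754 and 0.756 with an estimated correlation). The median of genes higher in LAM was 0.012 without replicate 2 (adjusted p = 0.539). It was 0.007 without the libraries labelled 41KD replicate 3 and DKD replicate 3 (adjusted p = 0.602). With all libraries, the pair medians of this list were -0.03, 0.12, 0.00 and 0.04. Medians were 0.05 for DAM, 0.05 for TREM2-high, 0.05 for plaque microglia up, 0.08 for xenografted DAM up and 0.06 for xenografted DAM down (adjusted p = 0.662 each with an estimated correlation). PMA-differentiated macrophage genes had 0.05, with the transcription factor MAF at 0.50 (SE 0.11) and MRC1 at 0.56 (SE 0.15; adjusted p = 0.662 for the list with an estimated correlation). Of the 26 genes of this list, 3 were higher and 3 lower at an unadjusted p under 0.05. Interferon-stimulated genes had 0.33, but the pair medians were -0.23, 1.60, -0.01 and -0.07, and without replicate 2 the list turned to -0.09. Genes induced by ATF4 in the integrated stress response had 0.29, with ASNS at 0.92 (SE 0.30) and PHGDH at 0.77 (SE 0.28); the pair medians were -0.14, 0.05, 1.16 and -0.01, and without replicate 3 the median was 0.00. Both were lost with adjusted p = 0.662 with an estimated correlation. Of the 20 lists that passed in DKD (18 up and 2 down), 9 kept their call without replicate 2, 9 without the replicate block and 7 without the libraries labelled 41KD replicate 3 and DKD replicate 3; the inflammatory list was at -0.33 without those libraries (adjusted p = 1.12e-17).

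**Figure D3:**
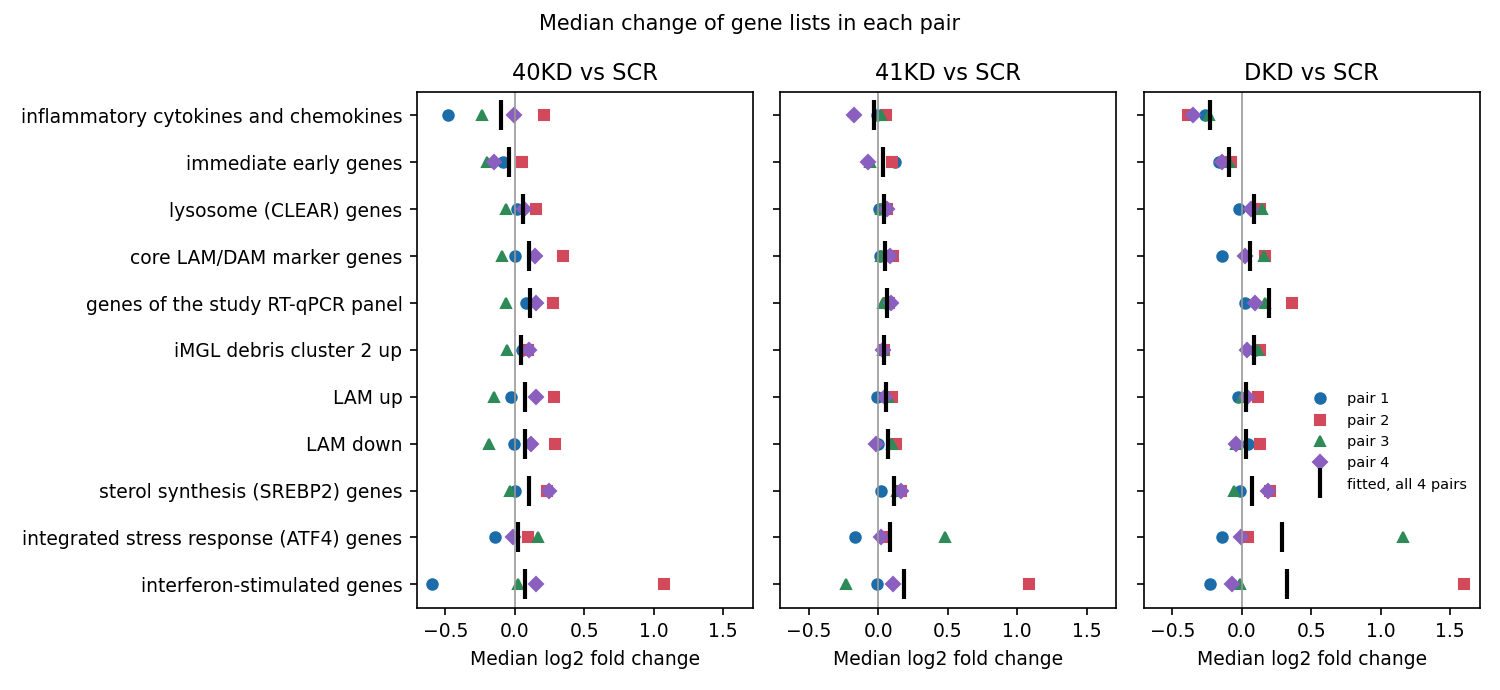
Median log2 fold change of 11 gene lists against SCR in 40KD, 41KD and DKD, with a symbol for each pair and a black bar for the median of the fitted values. The inflammatory list lies below 0 in 4 of 4 pairs in DKD, whereas the interferon-stimulated list lies at 1.60 in pair 2 and near or below 0 in the other pairs.

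In none of the 3 knockdowns did 13 of the 41 lists pass. In DKD their medians were 0.03 for LXR targets, 0.05 for autophagy, 0.04 for lipid droplet, -0.00 for circadian clock, 0.05 for MHC class II, -0.03 for glycolysis, -0.08 for mitochondrially encoded, -0.06 for unfolded protein and 0.03 for p53 genes. They were 0.05 for T and B lymphocyte, -0.13 for fibroblast and endothelial, -0.29 for the single measured epithelial gene and 0.03 for plaque microglia down. With the preset correlation 12 lists passed in all 3 knockdowns, with an estimated correlation 0 of 123 tests did, and with fry 0 did; the mixed test of fry, which ignores direction, passed 1 (PMA-differentiated macrophage genes in DKD, adjusted p = 0.0199). In 13 tests the median or mean of a list differed in sign from its test, and none of these passed.

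Comparing DKD with the single knockdowns asks what lowering the second gene adds. The methods of the study state a lower dose of each siRNA in DKD than in the single knockdowns. By those methods the dose of the first siRNA differs too, and its part was not separated. Against 40KD, DKD held lower BHLHE41 (-0.83, SE 0.25), the phosphate-regulating hormone FGF23 (-1.10, SE 0.26) and CXCL1 (-0.63, SE 0.18), and higher SIGLEC5, an inhibitory receptor (0.62, SE 0.15), GUCY1A2, a subunit of the nitric oxide receptor (0.49, SE 0.10), RICTOR, a subunit of mTOR complex 2 (0.36, SE 0.09), and SNX30 (0.35, SE 0.08). Against 41KD, it held lower BHLHE40 (-0.75, SE 0.22), CLN3 (-0.38, SE 0.07) and the IL-6 family cytokines IL11 (-0.76, SE 0.17), CLCF1 (-0.72, SE 0.16) and LIF (-0.69, SE 0.17), with TMEM154 at 0.41 (SE 0.11) and the natural killer ligand NCR3LG1 at 0.56 (SE 0.16). Between the single knockdowns, 40KD had lower BHLHE40 (-0.87, SE 0.23), LYN (-0.43, SE 0.10), CHID1 (-0.65, SE 0.17) and the Hippo pathway co-activator YAP1 (-0.44, SE 0.11), and higher BHLHE41 (1.01, SE 0.25), CACNA2D3 (0.66, SE 0.16) and the scavenger receptor COLEC12 (0.88, SE 0.21). None of these values passed: edgeR called 0 genes in each comparison, with 893, 505 and 450 genes at an unadjusted p under 0.05, limma-voom called 0 in each and DESeq2 5, 7 and 7, including CLN3 and IL11 against 41KD and LYN between the singles.

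Where DKD departed from the sum of the single changes, the leading genes were GUCY1A2 (0.62, SE 0.14), TTC28 (0.82, SE 0.19), the autophagy adaptor WDFY3 (0.62, SE 0.17) and ASPHD2 (0.88, SE 0.25) above it, and LIF (-0.78, SE 0.24), the stress kinase MAPK12 (-0.51, SE 0.15) and CRELD2 (-0.39, SE 0.13) below it. BHLHE40 and BHLHE41 stood at 0.22 (SE 0.32) and 0.21 (SE 0.35). The lower dose of each siRNA in DKD that the methods state limits this contrast too. By edgeR 0 genes passed, with 517 at an unadjusted p under 0.05; limma-voom called 0 and DESeq2 4.

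Across 16110 genes, which are not independent replicates, log2 fold changes of 40KD and 41KD correlated with r = 0.487, those of 40KD and DKD with 0.481 and those of 41KD and DKD with 0.521. Unchanged groups simulated against the same SCR libraries gave 0.488, 0.484 and 0.492, and with the SCR libraries split 2 and 2 the medians were 0.00764, 0.00874 and 0.00609. The r values lay within the simulated ranges of 0.452 to 0.524, 0.443 to 0.522 and 0.437 to 0.525. The covariance was 0.0409, 0.0422 and 0.0443, which exceeded the simulated covariance by 0.00539, 0.00691 and 0.00919, but with the SCR libraries split it was 0.00125, 0.00169 and 0.000939.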

Values the study reported

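The study reported that siRNA reduced BHLHE40 by about 60% where it was targeted (40KD, DKD), compared with SCR. For BHLHE41 it reported a reduction of about 50% where that gene was targeted (41KD, DKD), also compared with SCR. Both reductions were stated for transcript and protein. The methods of the study name RT-qPCR and western blotting for these checks, not RNA sequencing.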

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

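All tests that weigh explanations in this part were chosen after the results were seen. In 127 groups of 4 values, 10 held a value far from the other 3 by Dixon's criterion, and chance gives about 6.35 where libraries of a group are exchangeable, which replicate numbers here are not.

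CTSZ, which encodes cathepsin Z, stood at 1340 CPM in SCR replicate 1, where the other SCR libraries had 592 to 623. It stood at 1348 CPM in 41KD replicate 1 (others 617 to 635) and at 1090 CPM in DKD replicate 1 (others 555 to 618), and 40KD replicate 1 had 1302 CPM, so replicate 1 was high in all 4 groups. TREM2 stood at 722 CPM in 40KD replicate 1 (others 260 to 329) and averaged 703 CPM over the 4 libraries of replicate 1. APOE stood at 247 CPM in 40KD replicate 1 (others 89.1 to 113) and averaged 209 CPM in replicate 1. BHLHE41 stood at 64.1 CPM in 40KD replicate 2 (others 16.9 to 23.8), beside 68.9 CPM in SCR replicate 2. Mitochondrially encoded genes held 1.33% of the counts of 40KD replicate 3 (others 0.567% to 0.681%). They held 0.847% in SCR, 0.994% in 41KD and 1.14% in DKD replicate 3, so replicate 3 was highest in all 4 groups. The log2 ratio of CLCF1 in DKD was -0.36 in pair 3, where the other pairs had -0.97 to -0.91.

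Interferon-stimulated genes had a median of 1.60 in pair 2 of DKD, where the other pairs had -0.23 to -0.01, and ATF4 genes had 1.16 in pair 3, where the others had -0.14 to 0.05. Without replicate 2 the interferon-stimulated list stood at -0.0895 (adjusted p = 0.0477, now downward), and without replicate 3 the ATF4 list stood at 0.00145 (adjusted p = 0.248); the pair left out was picked because it stood apart, so these values restate the pattern and decide nothing. In replicate 2 the interferon-stimulated list stood at -1.01 in SCR against 0.08 in 40KD, 0.18 in 41KD and 0.76 in DKD, so pair 2 was high in each knockdown (1.07, 1.09 and 1.60) against the same SCR library. In replicate 3 the ATF4 list stood at 0.33 in SCR, 0.46 in 40KD, 0.80 in 41KD and 1.67 in DKD. For ATF4 genes, the targets in the library labelled DKD replicate 3 stood 0.15 (BHLHE40) and 0.26 (BHLHE41) above SCR. These values oppose a response to the knockdown only if that label is right, and an exchange of labels within replicate 3 stays open. For interferon-stimulated genes a deviating SCR library and a response limited to 1 differentiation both stay open.

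Neither targeted gene was reduced in the library labelled DKD replicate 3, with log2 ratios to SCR replicate 3 of 0.15 (BHLHE40) and 0.26 (BHLHE41). An exchange with another replicate number is opposed, since 4 of 4 libraries labelled replicate 3 correlated best with their own number. An exchange of labels within replicate 3 stays open: 0 of its libraries had both targets at least 0.5 below SCR, but weak silencing would hide an exchange. Weaker silencing across the knockdowns of replicate 3 stays open too, since the targeted gene changed least there in 2 of 2 single knockdowns, which are too few to decide. No biological explanation was tested.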

How the results depend on the processing

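The fits with a robust estimate of the spread, with GC and length trends removed, without the libraries labelled 41KD and DKD replicate 3, and the correlations with replicates left out were added after the data were seen; the other alternatives were planned. In the order 40KD, 41KD and DKD against SCR, DKD against 40KD, DKD against 41KD, 40KD against 41KD and non-additive, the count of genes was 0 by edgeR, limma-voom, DESeq2 size factors, the stricter filter, the length offset and the fit with no replicate block. It was 7, 3, 17, 5, 7, 7 and 4 by DESeq2, of which 4, 3, 3, 5, 5, 6 and 4 had log2 fold changes beyond 10. With no filter on low counts it was 89, 55, 156, 105, 90, 65 and 59 among 35536 genes; the prior degrees of freedom of the spread were then infinite, against 7.22, and 149 of the 156 genes in DKD were tested with the filter too. In a fit of the compared groups alone it was 1, 2, 0, 1, 3 and 0. The 3 in DKD against 41KD were HIST2H2AA3 and the inflammatory genes IL1B (-0.48) and CCL20 (-0.57), with adjusted p = 0.0473 for IL1B and for CCL20. Leaving out a replicate or a library gave 0 to 1 in each comparison and 0 to 2 in DKD against SCR, with 358 to 1901 (40KD), 189 to 385 (41KD) and 565 to 1452 (DKD) genes at an unadjusted p under 0.05. The genes then called in DKD were ADAMTS1 without replicate 1 or SCR replicate 1, TNF and MAF without DKD replicate 4, RP11-435I10.4 without replicate 1 or DKD replicate 1, and HIST2H2AA3, whose reads are shared with a copy, without replicate 3. In other comparisons calls came without replicate 3, 41KD replicate 3 or 41KD replicate 4 (HIST2H2AA3), replicate 4 (ATP6V1G2-DDX39B), 40KD replicate 3 (RP11-466H18.1) and DKD replicate 1 (RP11-435I10.4). Without the libraries labelled 41KD and DKD replicate 3, 1 gene was called in 41KD (BHLHE41) and 2 in DKD (BHLHE41 and HIST2H2AA3); these libraries were left out because BHLHE41 was least reduced there, so the calls of BHLHE41 follow from the choice and decide nothing.

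Log2 fold changes of the targets kept their direction in the alternatives run. They passed with no filter (BHLHE40 -0.98 in 40KD and -0.86 in DKD, BHLHE41 -1.04 in 41KD and -0.86 in DKD), and BHLHE41 without the libraries chosen on its values stood at -1.31 in 41KD and -1.25 in DKD. With replicates or libraries left out, BHLHE40 ranged from -1.17 to -0.81 in 40KD and -1.25 to -0.61 in DKD, and BHLHE41 from -1.32 to -0.81 in 41KD and -1.26 to -0.68 in DKD. Of 4456 values of the genes named singly, 74 newly passed; 53 (22 gene results, such as BHLHE41 in 40KD and APOE in 40KD) had the other sign, and 0 of these passed in either fit.

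Of 61 list calls, 0 remained with an estimated correlation, 0 by fry, and 29 with no replicate block, where 30 lists passed in all. Calls kept numbered 61 with DESeq2 size factors, 60 with the stricter filter, 57 with the length offset and 55 with GC and length trends removed. Leaving out replicates gave 28 to 67 passing lists, the fewest without replicate 2, where 22 of the 61 remained; without the libraries labelled 41KD and DKD replicate 3 there were 36. For lists whose test turned in at least 1 fit, medians with replicates left out ranged in 40KD from -0.202 to -0.0181 (inflammatory), -0.156 to 0.417 (interferon-stimulated), 0.00544 to 0.127 (LAM down), -0.00136 to 0.126 (debris cluster 2 down) and -0.0113 to 0.169 (foamy). In 41KD they ranged from -0.0327 to 0.295 (interferon-stimulated), -0.0965 to 0.0101 (cell cycle), 0.0236 to 0.0724 (LAM down), 0.0248 to 0.0605 (debris cluster 2 down), 0.0283 to 0.0769 (foamy) and -0.00693 to 0.0629 (xenografted DAM down), and in DKD from -0.0895 to 0.527 (interferon-stimulated) and 0.00145 to 0.449 (ATF4). The test turned without replicate 1 for the inflammatory list in 40KD (-0.0307) and cell cycle genes in 41KD, and without replicate 3 for ATF4 genes in DKD. It turned without replicate 2 for interferon-stimulated genes in each knockdown, LAM down, debris cluster 2 down and foamy genes in 40KD and xenografted DAM down in 41KD. Without the libraries labelled 41KD and DKD replicate 3 it turned for LAM down (-0.00446), debris cluster 2 down (-0.00558) and foamy genes (0.0145) in 41KD and ATF4 genes (-0.0124) in DKD. The cause was not tested.

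With the SCR libraries split 2 and 2, no control was shared. Correlations of fold changes then fell to 0.00764 (40KD and 41KD), 0.00874 (40KD and DKD) and 0.00609 (41KD and DKD). Each fold change also rested on fewer SCR libraries, so the fall cannot be credited to the shared control alone. Without single replicates the correlations ranged from 0.435 to 0.503, 0.453 to 0.514 and 0.495 to 0.544. At 10 CPM or more the median SE of single genes in DKD against SCR was 0.10. It does not measure the uncertainty of a list median, so the lists were not judged by it. List medians in DKD were 0.03 for genes higher in LAM and 0.09 for lysosome genes. They were 0.33 for interferon-stimulated genes (1.60 in pair 2, other pairs -0.23 to -0.01) and 0.29 for ATF4 genes (1.16 in pair 3, other pairs -0.14 to 0.05). DESeq2 called single genes with changes as small as that of CLN3 in DKD (-0.34, adjusted p = 0.00395). Recovery of single genes changed by less than 0.5 was not simulated.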

Other observations

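The 4 differentiations differed from each other far more than the knockdowns did, in genes the comparisons above adjust for. By the block term of edgeR, 13227 of 16110 genes (82.1%) differed between replicate numbers. Inflammatory genes were high in replicate 2, with a list median of 1.65 relative to the mean of all libraries against -1.29, -0.47 and -0.07 in replicates 1, 3 and 4. IL1B, a main inflammatory cytokine, averaged 5070 CPM in replicate 2 and 58.1, 466 and 781 CPM in replicates 1, 3 and 4 (adjusted p = 1.31e-13 by edgeR), and CXCL3 averaged 61.2 CPM against 1.32, 2.52 and 6.05 (adjusted p = 3.34e-14). Cell cycle genes were low in replicate 2, with -1.70 against 0.52, 0.60 and 0.48, and sterol synthesis genes high, with 0.65 against -0.05, -0.65 and 0.05.

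Replicate 1 held the highest interferon-stimulated genes, with a median of 1.89 against 0.05, -1.01 and -0.69, and IFIT1 averaged 85.4 CPM there against 27.2, 1.71 and 4.18 (adjusted p = 6.99e-09 by edgeR). It also held the most TREM2, with 703 CPM against 219, 331 and 304 (adjusted p = 3.56e-10), GPNMB, with 641 CPM against 120, 292 and 211 (adjusted p = 1.84e-12), and APOE, with 209 CPM against 73.6, 145 and 97.7 (adjusted p = 1.09e-06). The MHC class II list stood at 0.85 in replicate 1 against -0.70, 0.04 and -0.18. In replicate 3, ATF4 genes stood at 0.85 against -0.18, -0.13 and -0.58, and ASNS averaged 75.8 CPM against 5.72, 5.96 and 7.67 (adjusted p = 2.85e-09). BHLHE40 itself averaged 11.8 CPM in replicate 1 and 43.7, 44.5 and 26.1 CPM in replicates 2 to 4.

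The tests below on other splits of the libraries and on the inflammatory list were chosen after the results were seen. The inflammatory list in DKD had a median of -0.23, and pair medians of mean -0.309 with an SE of 0.0355. A single pair setting the call is opposed by the fits without each replicate, in which the list passed each time with a median no closer to 0 than -0.15, and GC content and length bias by the median of -0.23 after those trends were removed. Chance was not excluded, since 2 of the 35 splits of the 8 libraries into groups of 4 gave the list a p as small (real 2.43e-14, smallest other 3.82e-15). Of the 8 splits that part each pair, the real one had the smallest p (next 2.76e-08), but 8 splits are too few for a share under 0.05. The pair median was -0.23 in replicate 3 too, where the library labelled DKD held BHLHE40 at 111% and BHLHE41 at 120% of SCR. If that label is right, this goes against a fall that needs both genes lowered, but an exchange of labels within replicate 3 stays open. Whether the list responds to the knockdown stays open (adjusted p = 0.647 with an estimated correlation).

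For the count of genes past the threshold, 35 of 35 splits gave as many genes as the real one in each of the 6 comparisons of 2 groups, since the real counts were 0. The highest other counts were 1 (40KD), 1 (41KD) and 0 (DKD) against SCR, 801 (DKD against 40KD), 1 (DKD against 41KD) and 186 (40KD against 41KD). The splits with 801 and 186 genes point to a structure of the samples other than the groups, and what those splits share was not tested; in the 8 splits that part each pair the highest counts were 0 and 186. For the non-additive contrast 60 of 60 splits gave as many, with a highest other of 3. At an unadjusted p under 0.05, 17 of 35 splits gave as many genes as the real 843 in 40KD (highest other 2945), so chance was not excluded there. With no filter on low counts, 5 of 35 splits gave as many genes as the real 156 in DKD, with a highest other of 196, and 4 of the 8 that part each pair did, so chance was not excluded.

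Adjusted within each comparison, 24 lists passed in 40KD, 19 in 41KD and 20 in DKD, and 11, 13 and 10 of the 35 splits called as many, with highest others of 29, 25 and 28. Chance was thus not excluded for the number of lists in any knockdown. The real split gave the smallest p of the 35 for 2 lists in 40KD (circadian clock and undifferentiated monocytic leukaemia), 1 in 41KD and 1 in DKD, where chance gives 1.17 of 41. In both 41KD and DKD, which share their SCR libraries, that list was debris cluster 2 up. In 40KD the circadian clock list held 1 gene at an unadjusted p under 0.05, and that gene was lower. BHLHE40, the silenced gene, also acts in the clock, so the result of this list may reflect the silencing itself.

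Ribosomal protein and oxidative phosphorylation genes were first weighed as a pattern and were replaced by the inflammatory list after the outcomes for both were known. Their values are given without an explanation. In 40KD 14 of 35 splits gave the ribosomal list a p as small and 15 the oxidative phosphorylation list, and in 41KD 11 and 12 did. With GC and length trends removed, the ribosomal median in 40KD went from 0.12 to 0.06 (adjusted p = 5.81e-06) and that of oxidative phosphorylation from 0.12 to 0.05 (adjusted p = 0.000613).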
